A study of Mus musculus with 8 samples. Its data were reported in "Detection of chimeric alpha-defensin transcripts and peptides in mouse Paneth cells" (2025).

How the data were processed

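RNA-seq was done on Paneth cells from wild-type C57BL/6J mice, 3 h after an injection of PBS or TNF. Per the labels, cells of the small intestine were sorted for high CD24 and high c-Kit with medium to high side scatter, and without CD31, CD45 and TER119, markers of endothelium, leukocytes and erythroid cells. RNA was purified with a column kit and libraries were made with a stranded poly(A) mRNA kit. The dose and route of TNF are not given in the sources used here.

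The authors deposited a table of raw read counts per Ensembl gene ID, with a column for each of the 8 samples and no normalization. Its values are whole numbers and sum to 23824717 to 32576077 per sample. The aligner, the counting program and the genome build behind the deposited counts are not given in the sources used here. Of 55414 IDs, 54749 (98.8%) matched GENCODE mouse release 39, and the others held 0.0386% of the counts. Symbols, lengths and coordinates (GRCm39, counted from 1) come from that release by Ensembl ID, which may differ from the release the authors used.

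Genes were tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling, the filterByExpr filter (minimum count 10, minimum total 15) and a robust quasi-likelihood F-test. The model held treatment only, since the labels name no batch. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Raised and lowered refer to called genes. CPM values use the TMM-scaled totals, and standard errors of log2 fold changes were derived from the F statistic. Of the tested genes, 6739 had an unadjusted p under 0.05.

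Gene lists were tested with camera (limma 3.58.1, on the edgeR fit) at a preset correlation of 0.01, with adjustment over the 28 lists that had 3 or more tested members. An estimated correlation and the fry test were run beside it. The lists covered Defa genes, other Paneth cell products, Paneth cell fate, inflammatory and interferon genes, antigen presentation, stress and metabolic programs, and markers of other cell types. Another 4 lists had fewer than 3 tested members. Lists, tests, alternatives and the rule for naming genes were fixed before the data were examined, except where the text says otherwise.

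The naming rule took the 12 genes with the largest rise and the 12 with the largest fall among called genes without overlap of the groups, with a mean of 10 CPM or more in the higher group and no numbered gene models. It also took up to 4 members of smallest p and the most abundant member of each list, some genes of prior interest, and the 10 most abundant genes of the PBS samples. List members named outside the rule were chosen after their values were seen, and went through the same alternatives. In the report these were Atoh1, Bbc3, Birc3, Casp6, Ccl9, Ccn1, Cd83, Dbp, Dll1, Duox2, Ephb2, Fas, Fgl1, Fosb, Hsp90b1, Ikbkg, Kit, Klf4, Lcn2, Mlkl, Nlrp6, Nos2, Nr4a1, Psmb8, Sdc4, Sgk1, Sox9, Sp5, Stat3, Tab1, Tcf7l2, Tnf, Tnfaip2, Tnfsf10 and Wnt3.

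The share of the 28 core Defa genes in all counted reads and the share of each in the Defa reads were compared between groups by exact two-sided permutation of the 8 samples. The shares of single genes were adjusted over the 28. Intervals on the share of a single sample are 95% Wilson intervals, which cover counting error only, and a floor of 3 counts was used where a group had no counts. Replicates differed by more than counting error, with a chi-square per degree of freedom of 8.26 to 313 between samples of a group.

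The alternatives were DESeq2 size factors, total counts only, scaling without the Defa genes, no filter, a filter of 10 CPM in 4 samples, a term for the replicate number, leaving out each sample, a fold over 2, an adjusted p under 0.01, limma-voom and the DESeq2 1.42.0 Wald test. The gene test was tested on simulated counts for 13143 genes with the real means and library sizes. It recovered 10 of 67 genes changed by 1.5-fold, 46 of 67 changed by 2-fold and 64 of 66 changed by 4-fold, and 6 of 144 calls were of unchanged genes. Far fewer genes changed there than were called in the real data, so the adjusted threshold was stricter and the recovery is not that of the real test. Camera called 3 of 3 shifted lists and 0 of 20 unshifted ones. The simulated genes were drawn independently, so this does not show how often camera calls unshifted lists of correlated genes.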

Results

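Paneth cells, the secretory cells at the base of the crypts of the small intestine, were purified by cell sorting from wild-type mice 3 h after an injection of phosphate-buffered saline (PBS) or of tumor necrosis factor (TNF), an inflammatory cytokine. Each group held 4 biological replicates, and mRNA was measured by RNA-seq. The samples held 23824717 to 32576077 counted reads, and between 12213 and 14225 genes per sample reached 10 counts. Of 55414 genes in the table, 23246 had a count in any sample and 13368 were tested. The first principal component, with 68.2% of the variance, placed the 4 PBS samples between -58.3 and -53.6 and the 4 TNF samples between 47.6 and 58.4. The second, with 15.8%, placed TNF replicate 4 at 63.9 and the other 7 samples between -29.1 and 4.22. In TNF replicate 4 the 10 most abundant genes took 75.1% of the reads (95% Wilson interval 75.04 to 75.08), against 56.7 to 59.3% in the other TNF samples and 54.5 to 62.3% in the PBS samples. Its TMM scaling factor was 0.448, against 0.995 to 1.36 in the other 7 samples.

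The comparison of TNF with PBS asks how the cytokine alters gene expression in Paneth cells. At 3 h, chemokines, guanylate-binding proteins and maturation factors of the dual oxidases were among the genes that rose most, and NF-kB feedback genes rose by less. The Notch ligands Dll1 and Dll4, the Notch modifier Lfng and the lineage factors Atoh1 and Gfi1 were lower. The most abundant products of the cell, lysozyme (Lyz1), intelectin (Itln1) and most alpha-defensins, did not pass the test. In all, 3106 genes rose and 2623 fell at an adjusted p of 0.05, so that 54.2% of the 5729 calls were rises. Of these, 1297 rose and 1101 fell by more than 2-fold. The groups did not overlap for 2771 of the raised and 2353 of the lowered genes, or 89.4% of the calls. Over all tested genes the groups did not overlap for 5634 (42.1%), where chance separates 2.86%. With total counts as the only scaling, the log2 fold changes of all genes shifted by a median of -0.39, and 755 genes rose and 2417 fell. Every direction below is therefore relative to the TMM scaling.

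Cxcl11, a chemokine that attracts activated T cells (ENSMUSG00000060183, chromosome 5, 92507403 to 92513344), had the largest rise among the abundant genes, from 0.193 ± 0.171 to 73.7 ± 23.79 CPM (read counts scaled to a common library total, SD, n = 4 each). Its log2 fold change was 8.41 ± 0.45 (SE). Cxcl10, which binds the same receptor, rose by 6.94. Tat, tyrosine aminotransferase (chromosome 8, 110717063 to 110726435), rose by 8.34 from 0.325 ± 0.258 to 102 ± 32.9 CPM (n = 4 each). Osmr, the oncostatin M receptor, rose by 8.26 and had 7 counts over the PBS samples against 1690 over the TNF samples, a ratio of 332 with a counting interval of 161 to 828. Steap4, a metalloreductase, rose by 7.70, the guanylate-binding protein Gbp2 by 7.46 and the keratin Krt36 by 7.25. Duoxa2 and Duoxa1, maturation factors of the dual oxidases, rose by 6.98 and 6.74. Icam1, an adhesion molecule bound by leukocytes, rose by 6.92, the receptor Gprc5b by 6.76 and the secreted glycoprotein Lrg1 by 6.66. Leaving out PBS replicate 4 raised the values of Cxcl11, Cxcl10 and Gbp2 to 9.25, 9.23 and 8.44, and leaving out PBS replicate 1 raised those of Osmr and Lrg1 to 8.90 and 7.64. The edgeR adjusted p of these 12 genes lay between 1.95e-08 and 5.70e-05, and all 12 were higher in 4 of 4 TNF samples than in every PBS sample.

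Rasd2, a small GTPase, had the largest fall among the abundant genes, with a log2 fold change of -4.97 ± 0.30 (SE). Tent5c, a poly(A) polymerase (chromosome 3, 100358944 to 100396702), went from 407 ± 28.2 to 21.1 ± 4.70 CPM (n = 4 each), a log2 fold change of -4.28. Bambi, a decoy receptor that dampens TGF-beta signalling, changed by -3.71, and the activin receptor Acvr1c changed by -3.23. The Notch ligand Dll4 (chromosome 2, 119156170 to 119166443) changed by -2.75 and Lfng, a glycosyltransferase that modifies Notch receptors, by -3.13. Gfi1, a repressor needed for the Paneth cell lineage, changed by -3.21 and Pou2af3, a coactivator of POU factors, by -3.34. The copper transporter Atp7b changed by -3.04 and Coq8a, of coenzyme Q synthesis, by -2.87. Gvin5, annotated as a transcribed pseudogene of the family of very large GTPases, changed by -3.91 and the ubiquitin ligase Pdzrn3 by -3.13. Bambi had -4.48 without TNF replicate 4. The edgeR adjusted p of these 12 genes lay between 6.85e-08 and 4.61e-04, and all 12 were lower in 4 of 4 TNF samples than in every PBS sample.

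**Figure D1:**
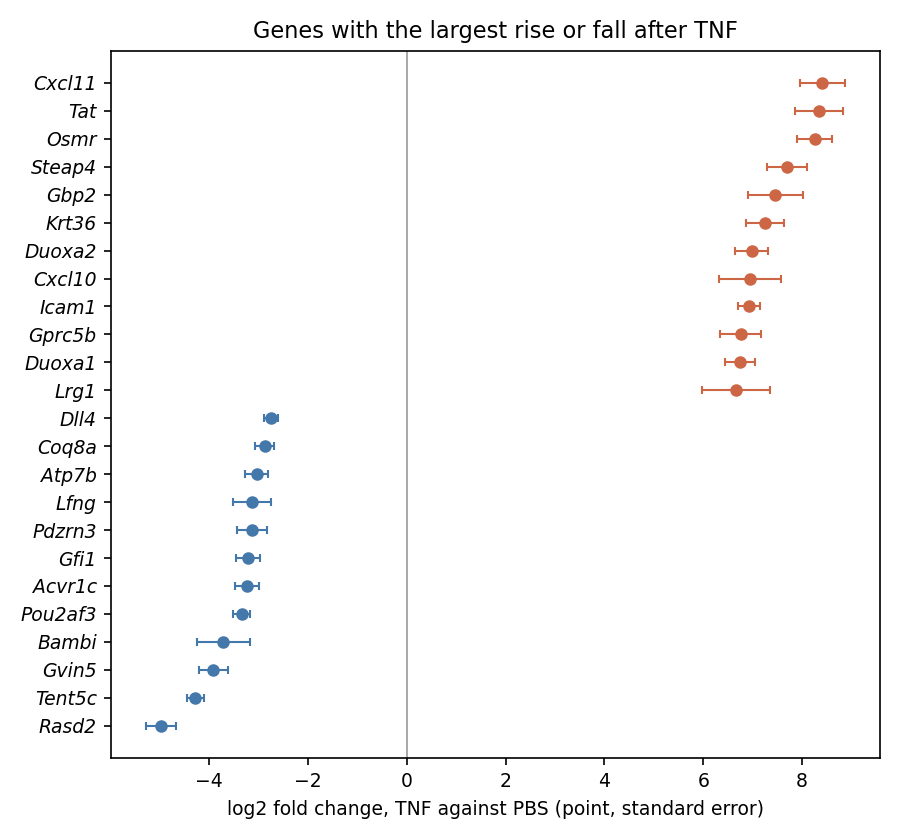
The log2 fold change of TNF against PBS is plotted on the x axis for the 12 abundant genes with the largest rise and the 12 with the largest fall (y axis). Points are the fitted values and bars the standard errors (4 samples per group), and the values run from -4.97 for Rasd2 to 8.41 for Cxcl11.

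Most tested members of the NF-kB list rose. Of 27 tested NF-kB feedback and signalling targets, 22 rose and 3 fell. Nfkbia, the inhibitor that NF-kB induces against itself, rose from 23.7 ± 2.63 to 344 ± 34.0 CPM (n = 4 each; log2 fold change 3.86). Tnfaip3, the deubiquitinase A20, rose by 3.96, the antiapoptotic Birc3 by 4.56, the subunit Relb by 3.08 and Tnf itself by 5.80. The 3 lowered members were Tnfaip2 (-2.56), the syndecan Sdc4 (-0.69) and Cd83 (-2.60). Of 11 tested chemokines, 7 rose, and Cxcl16 rose by 5.35 and Ccl20, a ligand for CCR6, by 3.49. Adjusted over the list alone, 8 chemokines rose, the further gene being Ccl9 at 1.21 (0.42 without TNF replicate 4, where it also passed over all genes, as it did without TNF replicate 1, 2 or 3). Cxcl1 had 0 counts over the PBS samples and 251 over the TNF samples, a ratio of 115 against a floor of 3 counts over the group, with a lower counting limit of 92.9. Of 22 tested components of the TNF receptor pathway, 12 rose and 2 fell. Tnfrsf1b, the inducible TNF receptor, rose by 3.75 and the NF-kB subunit Rela by 2.31, whereas the adaptor Tab1 (-0.66) and Ikbkg (-0.43) fell. Tnfrsf1a, the main receptor for soluble TNF, rose by 0.97, a call that ended with total-count scaling (0.64). With camera at a preset correlation of 0.01, the adjusted p was 2.47e-30 for the NF-kB list, 3.69e-06 for the chemokines and 0.00157 for the receptor pathway. The receptor pathway had an adjusted p = 0.232 with an estimated correlation.

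Genes of the interferon response rose as well. Of 34 tested interferon-stimulated genes, 29 rose, among them the ADP-ribosyltransferases Parp14 (4.07) and Parp9 (2.49) and Rtp4 (3.49). All 11 tested guanylate-binding and immunity-related GTPases, which act against intracellular pathogens, rose, with Gbp5 at 6.98 (7.84 without PBS replicate 4), Gbp7 at 4.08 and Irgm2 at 3.28. Of 22 tested genes of MHC class I antigen presentation, 16 rose. These included the peptide transporters Tap1 (2.52) and Tap2 (2.67), the editor Tapbpl (2.43) and the immunoproteasome subunit Psmb8 (1.94). The adjusted p by camera was 3.48e-18, 1.63e-13 and 4.60e-10 for these lists. Of 8 tested MHC class II genes only the transactivator Ciita rose (1.36), a call that ended with total-count scaling (1.01), and the list did not pass (adjusted p = 0.746). Cd74, the most abundant class II gene, had 52.2 ± 6.83 and 63.6 ± 17.8 CPM (n = 4 each) and was called only without TNF replicate 4 (0.42).

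Of 20 tested acute-phase and STAT3 targets, 17 rose. Adjusted over the list alone, 1 fell, Fgl1 (-1.03), which also passed over all genes without PBS replicate 1 (-1.26). Socs3, the feedback inhibitor of STAT3, rose from 7.92 ± 2.61 to 385 ± 69.5 CPM (n = 4 each). The inducible nitric oxide synthase Nos2 rose by 6.48, the oxidase Duox2 by 3.74, the siderophore-binding Lcn2 by 6.89 and Stat3 by 2.02. Of 22 tested immediate-early genes, 15 rose and 4 fell. Zfp36, which destabilises AU-rich mRNAs, rose by 3.69 and Junb by 3.35, while Nr4a1 (-2.28), Klf4 (-1.04), Fosb (-2.98) and Ccn1 (-1.63) fell. Fosb had -1.52 without PBS replicate 4, and its call ended without the filter (-3.01). Of 26 tested cell death genes, 13 rose and 4 fell. The inflammatory caspase Casp4 rose by 4.83, the death receptor Fas by 3.24, the necroptosis effector Mlkl by 2.62 and Casp8 by 1.85, together with the antiapoptotic Mcl1 (1.37). Nlrp6 (-2.39), Bbc3 (-1.18), Tnfsf10 (-0.92) and Casp6 (-0.56) fell. The adjusted p by camera was 5.97e-25, 9.27e-06 and 3.68e-04 for these lists. The immediate-early list had an adjusted p = 0.263 with an estimated correlation, and the cell death list an adjusted p = 0.0655 with an estimated correlation. In all, 12 of 28 tested lists passed, 9 toward higher and 3 toward lower values, and 6 passed with an estimated correlation. For each of the 12, that estimate gave the highest adjusted p of 15 alternatives, and the lowest was 4.54e-40 (NF-kB list). Counts adjusted over the list alone were the same as those over all genes except where stated.

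**Figure D2:**
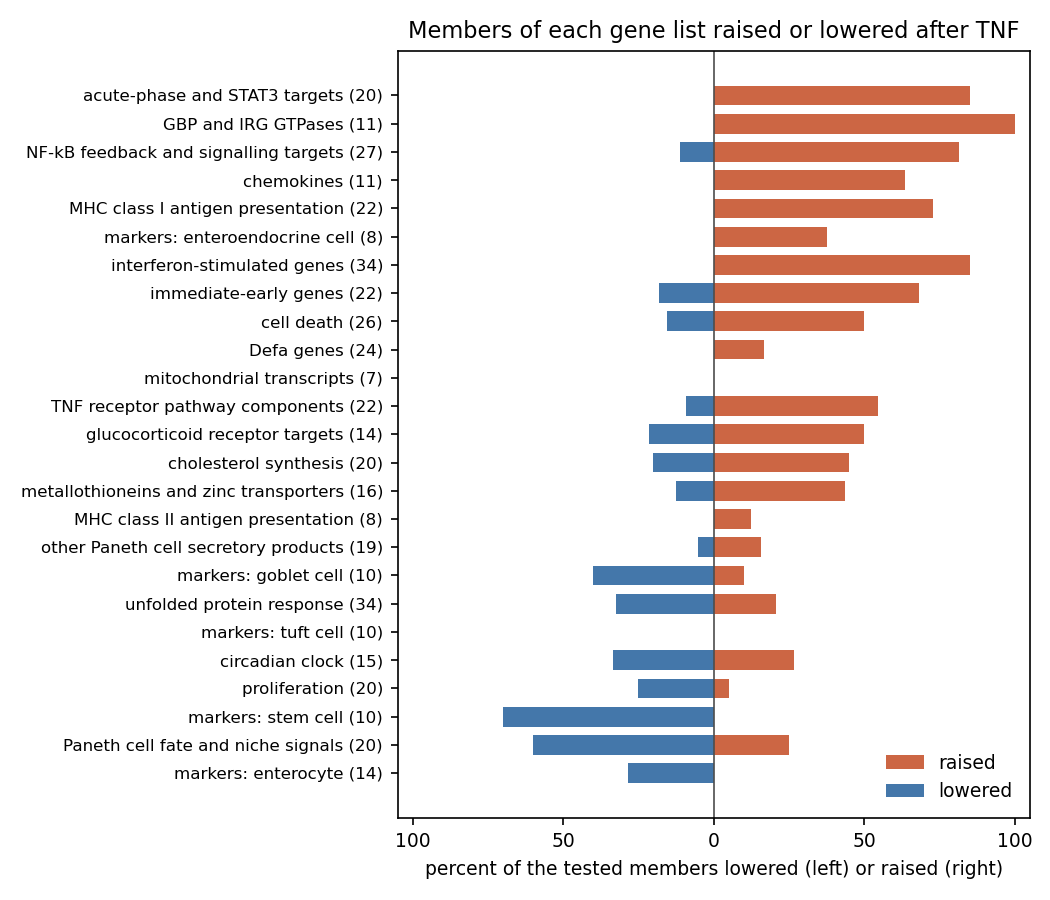
For each of 25 gene lists with 7 or more tested members (number in brackets), bars show the percent of tested members raised (right) or lowered (left) by TNF on the x axis. All 11 GTPases were raised, and 12 of 20 Paneth cell fate and niche genes were lowered.

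Genes of Paneth cell fate and niche signals went mostly down, with 12 of 20 tested members lowered and 5 raised (camera adjusted p = 7.26e-05). The list had an adjusted p = 0.107 with an estimated correlation. The lineage factors Atoh1 (-1.72) and Gfi1 (-3.21) fell, as did Bhlha15, the secretory factor MIST1, from 223 ± 15.7 to 50.2 ± 11.6 CPM (n = 4 each; -2.15). The niche factor Wnt3 (-0.67), the Notch ligands Dll1 (-1.20) and Dll4 (-2.75) and the receptor Fgfr3 (-1.93) fell. Sox9 (0.67), Tcf7l2 (1.04) and Ephb2 (0.62) rose, calls that ended with total-count scaling (0.29, 0.62 and 0.28). Kit (-1.83) and Cd24a (-0.59) fell too, and both encode surface proteins on which the cells were sorted. Of 19 other secretory products tested, 3 rose and 1 fell, and the list did not pass (adjusted p = 0.703). The antibacterial lectins Reg3g and Reg3b rose by 1.80 and 2.29, and Reg3g went from 1096 ± 301 to 3803 ± 1107 CPM (n = 4 each). Pla2g2a, a phospholipase whose gene carries a frameshift in C57BL/6 mice, rose by 1.01, a call that ended with total-count scaling (0.63). The mucosal scavenger protein Dmbt1 fell (-1.64). The log2 fold changes of Lyz1 (0.70, adjusted p = 0.260), Itln1 (0.15, adjusted p = 0.726) and Mmp7 (0.67, adjusted p = 0.263), which activates the defensin precursors, did not pass, with overlap between the groups. The values of Itln1 and Mmp7 changed sign in some of the alternatives, down to -0.28 and -0.12, and Lyz1 had 0.14 without TNF replicate 4 and 0.07 with total-count scaling.

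The unfolded protein response, which senses misfolded protein in the endoplasmic reticulum, moved in both directions, with 7 of 34 tested genes raised and 11 lowered. Xbp1, its main transcription factor in secretory cells, rose from 249 ± 18.1 to 567 ± 90.1 CPM (n = 4 each; log2 fold change 1.19), and Ppp1r15a, which reverses the translation block, rose by 1.44. Both calls ended with total-count scaling (0.84 and 1.08). Derl3 (-1.56) and Sel1l (-0.96), of the degradation of misfolded protein, and the chaperone Hsp90b1 (-0.67) fell. The chaperone Hspa5 rose by 0.61 (adjusted p = 0.0280, higher in 4 of 4 TNF samples). That call ended without PBS replicate 2, 3 or 4 (0.64, 0.65 and 0.40), without TNF replicate 1 or 2 (0.57 and 0.54), and under 3 of the other alternatives. Rtcb, the ligase that joins the spliced Xbp1 mRNA, rose by 0.46, a call lost with total-count scaling (0.11) and without PBS replicate 1 (0.42), TNF replicate 1 (0.41) or TNF replicate 2 (0.42). The sensors Ern1 (0.26) and Ern2 (-0.32) did not pass. Ern1 was called without PBS replicate 4 (0.40) and Ern2 with the stricter filter (-0.41). The median of the list was 0.07 and its mean -0.02, and camera found no shift (adjusted p = 0.730). The fry test, which does not compare a list with other genes, passed for change in either direction and not for change toward one of them. That was not particular to this list. Fry passed for change in either direction in most of the 28 lists, and 5729 of all 13368 tested genes were called.

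Among 16 tested metallothioneins and zinc transporters, 7 rose and 2 fell (adjusted p = 0.353). The metal-binding Mt1 rose by 2.01 and Mt2 by 2.45 with overlap between the groups, a call that ended without the filter (2.44) and a value that fell to 1.54 without TNF replicate 3, and the importer Slc39a1 rose by 1.77. Of 14 glucocorticoid receptor targets, 7 rose and 3 fell (adjusted p = 0.809). The receptor Nr3c1 itself (-1.38) and Tsc22d3, the steroid-induced GILZ (-2.23), fell, whereas Dusp1 (3.04) and Sgk1 (2.79) rose. Of 15 tested clock genes, 4 rose and 5 fell (adjusted p = 0.749), with Cry1 (1.81) and Nfil3 (1.90) up and Tef (-1.57), Dbp (-2.53) and Nr1d1 (-1.37) down. Of 20 cholesterol synthesis genes, 9 rose, or 10 adjusted over the list alone, and 4 fell (adjusted p = 0.247). Mvd, of the mevalonate pathway, rose by 1.56. Of 20 proliferation genes, 1 rose and 5 fell, or 0 and 3 adjusted over the list alone (adjusted p = 0.353), and Ccnb2 fell (-0.75). The 7 tested mitochondrial transcripts did not pass, and mt-Nd5 had the lowest adjusted p (0.160, log2 fold change 0.67 with overlap between the groups, 0.11 without TNF replicate 4 and 0.01 with total-count scaling). Their share of reads was 1.01% in TNF replicate 4 (95% Wilson interval 1.01 to 1.01) and 0.605 to 0.619% in the other TNF samples.

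Markers of other intestinal cell types were tested as well. All 7 stem cell markers that passed, of 10 tested, were lower, among them Lgr5 (-1.21) and Rnf43 (-0.89), and adjusted over the list alone Sp5 (0.57) was higher, as it was over all genes without PBS replicate 3 (0.79) or TNF replicate 4 (0.69). Of 14 tested enterocyte markers, 4 fell, among them Anpep from 252 ± 15.2 to 97.4 ± 26.0 CPM (n = 4 each; -1.37), Rbp2 (-2.04) and Apoa4 (-3.94). Apoa4 had -5.10 without TNF replicate 1. Apoa4 and Rbp2 held 10 and 28 counts over the TNF samples. The adjusted p by camera was 0.0194 for the stem cell and 0.0167 for the enterocyte list. They had an adjusted p = 0.265 and an adjusted p = 0.263 with an estimated correlation, and the enterocyte call also ended with the stricter filter. Of 8 tested enteroendocrine markers, 3 rose: the granins Chga (1.95) and Chgb (1.95) and Tph1 (2.56), of serotonin synthesis. Camera gave that list an adjusted p = 0.0579, and it passed in 11 of 14 alternatives (within 0.00188 to 0.369). These were DESeq2 size factors, total counts, no filter, the replicate block and leaving out any sample but TNF replicate 4. It did not pass with scaling without the Defa genes or with an estimated correlation (camera adjusted p = 0.369). Of 10 goblet cell markers, the mucin Muc2 rose (1.27, not with total-count scaling at 0.96) and 4 fell, with Fcgbp at -1.53 (adjusted p = 0.638). Ccl9 was a further goblet marker raised adjusted over the list alone. The goblet median was 0.10, while its mean (-0.22) and test pointed down. The 10 tested tuft cell markers did not pass (list adjusted p = 0.771), and Rgs13 had the lowest adjusted p (0.336, log2 fold change 1.01 with overlap between the groups, and -0.47 without TNF replicate 4). For that list, too, the median (-0.03) and the test pointed down and the mean (0.07) up.

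Immune and stromal markers were scarce. No marker of T cells and intraepithelial lymphocytes, endothelium or erythroid cells was abundant enough to be tested, and their highest values in any sample were 0.773, 0.687 and 0.351 CPM. Mmp8 was the 1 neutrophil marker tested (log2 fold change 0.39, adjusted p = 0.551), with -0.34 without TNF replicate 4 and -0.24 with total-count scaling. Of 3 B cell and plasma cell markers tested, Ms4a1 (2.94, from 15 to 85 counts over the group) and Cd79b (3.31, from 7 to 51 counts) rose and Pou2af1 (-1.52) fell. Of 3 macrophage and dendritic cell markers, Cd14, which secretory epithelium can also express, rose by 1.96. Lyz2, the most abundant of them, had 9.15 ± 2.37 and 24.1 ± 26.9 CPM (n = 4 each, adjusted p = 0.105). It stood at 64.4 CPM in TNF replicate 4, had a log2 fold change of 1.37 (0.24 without that sample) and was called without TNF replicate 1 (1.56) or 3 (1.63). Of 3 fibroblast markers, Vim rose (2.05) and Sparc fell (-2.09). The adjusted p by camera of these lists was 0.629, 0.247 and 0.804. The macrophage list passed with total-count scaling (0.0497, within 0.0497 to 0.369 over its alternatives).

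The alpha-defensins (Defa genes) encode the antimicrobial peptides that fill the granules of Paneth cells. The question here was what part of the reads they took and whether TNF altered it. Reads counted to the 28 core Defa genes made up 35.3 ± 3.05% of all counted reads in the PBS samples and 39.6 ± 7.98% in the TNF samples (SD, n = 4 each). The difference of 4.28 points was smaller than the spread in the TNF group (exact two-sided permutation p = 0.429, where 70 assignments allow no p below 0.0286). TNF replicate 4 had 51.4% (95% Wilson interval 51.4 to 51.5, for counting error only), against 34.4 to 36.9% in the other TNF samples. Without it the TNF mean was 35.6 ± 1.27% (n = 3) and the difference 0.328 points (exact permutation p = 0.886, within 0.143 to 0.886 over the alternatives). Divided by exon length, a measure added after the data were seen, the share was 70.1 ± 1.64% and 73.5 ± 3.67% (n = 4 each, exact permutation p = 0.143). In the PBS samples Lyz1 took 16.5% of the reads, Defa24 14.3%, Itln1 6.41% and Defa30 6.27%.

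**Figure D3:**
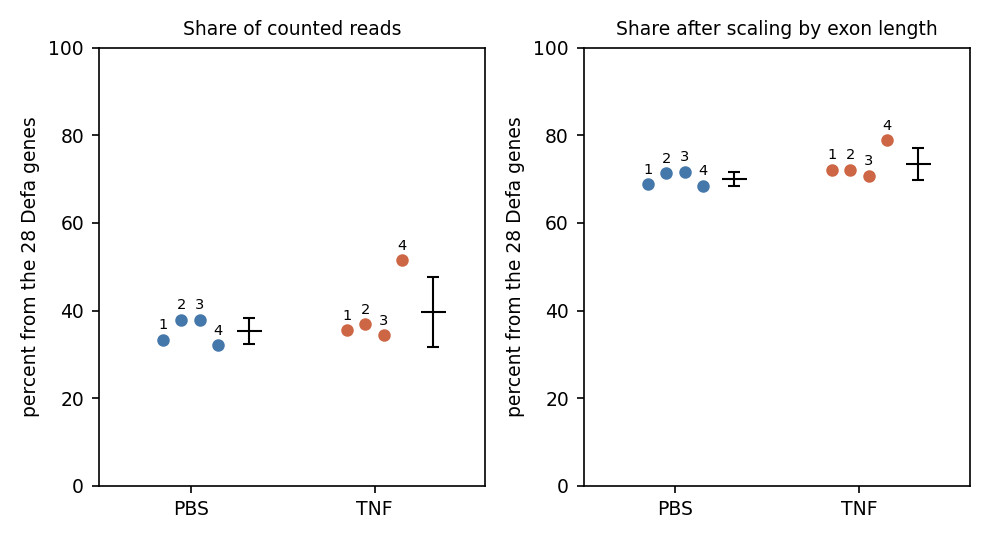
Each point is a sample, with its replicate number, and the y axes give the percent of counted reads (left) and of length-scaled reads (right) from the 28 core Defa genes in the PBS and TNF groups on the x axis. Lines show means with SD (4 samples per group), and TNF replicate 4 stood at 51.4% of reads against 34.4 to 36.9% in the other TNF samples.

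Taken one by one, 24 Defa genes were tested and 4 rose. Defa21 went from 23733 ± 3568 to 67289 ± 59332 CPM (n = 4 each), and Defa22 had a log2 fold change of 1.46, Defa35 of 1.34 and Defa5 of 1.32. Their edgeR adjusted p lay between 0.0264 and 0.0374, and each was higher in 4 of 4 TNF samples than in every PBS sample. Adjusted over the list alone the 4 calls were lost. All 4 calls ended without PBS replicate 1, 2, 3 or 4 (for Defa35, log2 fold changes of 1.19, 1.39, 1.40 and 1.25). Without TNF replicate 4 the values were 0.68 for Defa21, 0.62 for Defa22, 0.68 for Defa35 and 0.55 for Defa5, and 8 Defa genes were called, 6 raised and 2 lowered (Defa3 and Defa28). Total-count scaling kept Defa21 (0.77) and Defa22 (0.72) and ended the calls of Defa35 (0.66) and Defa5 (0.60). The DESeq2 Wald test, the stricter filter and the replicate block each kept Defa35 alone of the 4, and all 4 calls ended with no filter. The median log2 fold change of the 24 genes was 0.74, with 24 positive. It was 0.15 with total-count scaling and 0.09 without TNF replicate 4, with 14 positive in each case. As a list the Defa genes did not pass (camera adjusted p = 0.400, within 0.0228 to 0.906 over the alternatives, the lowest with total counts). Defa24, the most abundant (ENSMUSG00000064213, chromosome 8, 22224506 to 22225490), had a log2 fold change of 0.82 (adjusted p = 0.208) with overlap between the groups, 0.18 without TNF replicate 4 and 0.16 with total-count scaling. How reads that match several near-identical Defa genes were counted is not known.

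The spread of the Defa reads over the genes does not rest on the scaling against other genes. Defa24 held 40.6 ± 0.718% of the Defa reads in the PBS samples and 40.7 ± 0.856% in the TNF samples (n = 4 each). For 11 of the 28 genes the groups did not overlap, with the smallest exact permutation p the design allows (0.0286), where chance separates 2.86% of genes. Adjusted over the 28 genes their exact permutation p was 0.0727, so that 0 passed. By CPM, the groups did not overlap for 42.1% of all tested genes, so such separation was not particular to the Defa genes. The share of Defa21 was 7.91 ± 1.105% and 11.8 ± 1.44% in the PBS and TNF samples, and that of Defa22 was 7.59 ± 1.04% and 10.9 ± 1.30%. Defa5 and Defa35, with smaller shares, were also higher in 4 of 4 TNF samples. Defa30 held 17.8 ± 0.486% and 15.5 ± 0.457%, Defa38 12.2 ± 0.853% and 9.63 ± 1.14%, and Defa39 8.73 ± 0.912% and 6.26 ± 0.715%. Defa17, Defa3, Defa28 and Defa27 were lower as well, in 4 of 4 TNF samples. The shares add up to 100%, so a higher share of one gene lowers others. These genes lie on chromosome 8, from Defa21 (start 21515557) to Defa24 (end 22225490).

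**Figure D4:**
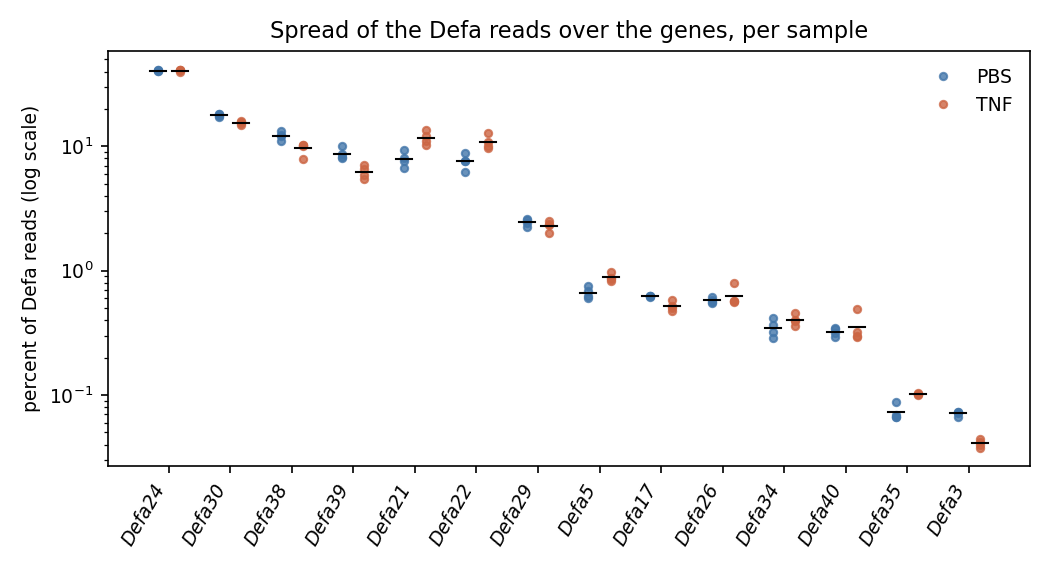
Points give each sample's percent of the Defa reads on a log y axis for 14 Defa genes (x axis) in the PBS and TNF groups, and lines mark group means. The shares of Defa21 were 6.68 to 9.34% in the PBS samples and 10.3 to 13.6% in the TNF samples.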

Values the study reported

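The study described 28 Defa genes and RNA-seq of 148 samples of sorted Paneth cells. In one experiment with pooled samples, it reported that 85.19% of all mRNAs came from Defa genes and that 18 Defa genes were among the 20 most abundant transcripts. Defa24 was the most highly expressed Defa gene over its samples, with 164,417 TPM. In the pooled experiment, the most abundant Defa genes after Defa24 were Defa3, Defa2 and Defa23.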

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

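The tests of gene length, of other abundant transcripts, of cells of other types, of TNF replicate 4 as the source of the uneven Defa shares and of chance for the called genes were chosen only after the result was seen. In each group of 4, a sample stood apart when its gap to the nearest other sample, divided by the range of the group (Dixon's ratio), exceeded the 95% critical value. Chance does this in about 1 of 20 groups. It was seen in 12 of 88 groups of sample measures and list medians (4.4 expected by chance) and in 37 of 311 groups for genes named by rule (15.55 expected). TNF replicate 4 was the sample apart in 21 of these 37.

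TNF replicate 4 stood apart in the number of genes with 10 counts (12213, ratio 0.962), the TMM factor (0.448, ratio 0.832), the share of the 10 most abundant genes (75.1%, ratio 0.860), the mitochondrial share (1.01%, ratio 0.966), the Defa share (51.4%, ratio 0.851) and the Itln1 share (3.42%, ratio 0.868). It was also high in the median of the Defa list (0.874) and of the mitochondrial list (0.884) and low in the share of Defa38 among the Defa reads (7.93%, ratio 0.897). Single genes with this sample above the others were Defa35 (0.902), Defa21 (0.928), Defa22 (0.932), Defa5 (0.862), Defa24 (0.886), Defa30 (0.840), Defa38 (0.842), Lyz1 (0.857), Ccl6 (0.892), mt-Nd1 (0.909), mt-Nd6 (0.843), mt-Nd2 (0.854), mt-Co1 (0.942), Sct (0.958), Lyz2 (0.868) and Mmp8 (0.925). Genes with it below the others were Irgm2 (0.883), Tap1 (0.875), Cry1 (0.912), Nr1d1 (0.866) and Rtcb (0.831).

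Other samples stood apart in fewer measures. TNF replicate 2 was high in the acute-phase list (0.830) and low in Tapbpl (0.934), and TNF replicate 3 was low in Birc5 (0.865). PBS replicate 4 was low in the unfolded protein response list (0.885), the B and plasma cell list (0.846) and Calr (0.834), and high in Cxcl10 (0.846), Gbp7 (0.838) and Ern1 (0.928). PBS replicate 1 was low in Bambi (0.874) and high in Dmbt1 (0.836) and Klk1 (0.857). PBS replicate 2 was low in Steap4 (0.914), Dll4 (0.952), Ccl20 (0.926) and mt-Nd6 (0.876). PBS replicate 3 was high in Nfil3 (0.913), mt-Nd1 (0.845) and mt-Co1 (0.893).

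The high Defa share of TNF replicate 4 was set against technical explanations, while the design gave no biological one to test. The tested Defa genes were higher there than in the other TNF samples by a median log2 of 1.83, and 0% of 10000 random sets of genes of like exon length reached that (highest set 1.47), which argues against gene length alone. The 17 Defa genes at 10 CPM or more deviated by 1.89 and the 20 most abundant other genes by 0.94 (permutation p = 0.0021), which argues against an equal gain of all abundant transcripts. The gain was not confined to the Defa genes, since of these 20 Mmp7 deviated by 1.99, Ang4 by 1.76 and Lyz1 by 1.56, whereas Cd24a (-0.01) and Muc2 did not rise. Both tests treat the Defa genes as independent, although they are related and the values come from a single sample. They therefore argue less firmly than the permutation p and the random sets make it seem. Fewer cells of all other types would lower their markers alike, but the median deviation was 2.19 for tuft, 0.96 for goblet, 0.67 for enteroendocrine, 0.05 for enterocyte and 0.02 for stem cell markers, against a median absolute deviation of 0.39 over all genes. Fewer cells of a single type stay open. The goblet mucin Muc2, for example, was low in this sample (-0.98), although the goblet median was high. Muc2 was also the longest of the 20 most abundant other genes (13916 bases). Over the other tested genes, exon length and deviation had a Spearman rho of -0.161. Length and abundance were each tested alone, so their joint effect stays open. RNA quality and the capture of RNA stay open and were not tested, and Rn18s-rs5 (3.26), Mptx2 (2.52) and mt-Co1 (2.13) were also high in this sample.

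The uneven spread of Defa reads over the genes was weighed as well. In the 7 samples without TNF replicate 4, the shares of 12 of the 28 genes separated the groups. Of 35 assignments of these samples only the real one gave as many (exact permutation p = 0.0286, highest other 8), which argues against that sample as the only source. After summing genes that share 50% or more of their 75-base sequences, 6 of 8 sums with 1% or more of the Defa reads differed without overlap. Of these, 5 held a single gene and so were left unchanged by the summing, and whether reads moved between similar genes stays open. The 5 core Defa genes under 1 CPM in every sample had a median of 16.03% of 75-base sequences found in no other gene, against 58.08% in the other 23 (exact permutation p = 0.114). Over the 28 genes, which are not independent, that percent and the total counts had a Spearman rho of 0.635, computed after the result was seen. Defa2, Defa20, Defa32 and Defa33, with 0 to 1.61% of such sequences, held 62 to 142 counts each over the 8 samples. Defa5, with 2.32%, held 639911, and Defa23, with 33.8%, held 6. In the study's pooled experiment Defa3, Defa2 and Defa23 came next after Defa24. Here Defa3 held a small part of the Defa reads, and Defa2 and Defa23 nearly none. Such a gap could come from a loss of shared reads in counting, but the samples and the way of quantifying differed too. Whether shared reads lowered the counts of such genes therefore stays open. The shares and ranks of Defa genes given here are therefore those of counted reads and may differ from levels of expression.

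Other divisions of the 8 samples into 4 and 4 were tested against the real one. For the 5729 called genes, 1 of 35 splits, the real one, gave as many, and the highest other gave 0. Every other split mixed the treatments within its groups. The permutation p of this count was 0.0286, the smallest the design allows, which argues against chance but cannot exclude it. The 4 called Defa genes also gave 1 split and a highest other of 0, but these calls were lost when adjusted over the list alone, without any PBS replicate and with no filter. The count of splits therefore does not make the single Defa calls firm. For the 12 gene lists this count cannot exclude chance, since 15 of 35 splits, the real one among them, called as many and the highest other called 18. Splits with 3 samples of a group together called 11 to 18 lists. They keep part of the treatment difference, so they are not a reference free of it. Those with 2 together, which balance the treatments, called 1 to 10. Lists were thus called at the preset correlation where 0 single genes were, so adjusted p-values of camera at that setting can be too small. In mixed splits the treatment itself makes list members vary together, so how far this holds for the real split is not known. With an estimated correlation the real split called 6 lists and the highest other 0, a count added after the first was seen.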

How the results depend on the processing

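No test in this part was chosen after the result was seen except the length-scaled share, the 6 added lists, their tests without the genes of largest change and the genes named outside the rule. Over 3880 pairs of a result and an alternative, 3729 kept their side of the threshold, 95 lost a call, 37 gained one and 19 counts moved by more than 1.5 times. No called result changed direction, although 30 values of named genes and 5 of lists that were called in neither setting changed sign. Total counts called 3172 genes (755 raised), the stricter filter 3298 (1746 raised and 1552 lowered), a fold over 2 called 2398 (1297 raised and 1101 lowered), and an adjusted p under 0.01 left 1696 lowered. The stricter filter tests fewer genes and the latter thresholds are stricter by construction. Leaving out a sample gave 4770 (without PBS replicate 1) to 6923 genes (without TNF replicate 4). The number of Defa genes called went from 4 to 6 with DESeq2 size factors, 2 with total counts, 0 with no filter, 1 with the stricter filter and 1 with the replicate block, and from 0 (without any PBS replicate) to 8 (without TNF replicate 4) on leaving out a sample. The estimated correlation called 6 lists in place of 12. Except as stated, the cause was not tested. Replicate numbers did not pair the samples. Deviations of samples with the same number correlated at 0.0229, 0.0663, -0.144 and -0.126, and the highest of all pairs was 0.241 (PBS replicate 4 with TNF replicate 3). The replicate block called 5071 genes. In simulated data only 10 of 67 changes of 1.5-fold were recovered. Few genes changed there (144 calls), so the adjusted threshold was stricter than in the real data and that recovery does not carry over. Small changes can still be missed.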

Other observations

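The 6 lists below were chosen after the genes of largest change were seen, as were the genes named from them, the tests without the genes of largest change and the length-scaled values, whereas the tests of the AU-rich element were not. Of 18 tested pattern recognition receptors and adaptors, 11 rose and 1 fell (camera adjusted p = 1.52e-08, over the 6 lists, within 1.69e-11 to 0.0233 over the alternatives). Tlr2, which senses bacterial lipoproteins, rose by 5.38, the adaptor Sting1 by 3.46, the peptidoglycan sensor Nod2 by 3.39 and Myd88 by 2.18, whereas the flagellin receptor Tlr5 fell (-2.04). Of 16 tested Notch pathway genes, 11 fell (adjusted p = 8.74e-06, within 1.75e-06 to 0.0145), among them the receptors Notch1 (-1.72) and Notch4 (-1.60) and the target Hes1 (-0.97). The list holds Dll4 and Lfng, which were among the genes of largest fall seen before it was chosen. Without these 2 genes 9 of 14 fell (adjusted p = 0.00132, and 0.0290 with an estimated correlation). Of the list, Dll1 and Dll4 also stand in the Paneth cell fate list.

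Of 18 tested Wnt target genes, 10 fell and 4 rose, or 11 and 5 adjusted over the list alone (adjusted p = 0.00871). The list had an adjusted p = 0.217 with an estimated correlation and 0.171 with the stricter filter (within 6.59e-04 to 0.217). The Wnt inhibitors Notum (-3.79), Nkd1 (-2.29) and Axin2 (-1.53) fell and Cd44 rose (1.47). The list shares members with the stem cell and Paneth cell fate lists. Of 18 tested glycolysis genes, 8 rose and 2 fell, or 9 and 2 adjusted over the list alone (adjusted p = 0.00246). That list had an adjusted p = 0.217 with an estimated correlation (within 1.23e-04 to 0.217). Pfkfb3, which makes the activator of phosphofructokinase, rose by 5.04, the hexokinase Hk2 by 3.32 and the glucose transporter Slc2a1 by 1.77. Gpi1 (-0.51) and Pfkl (-0.58) fell, calls that ended with total-count scaling (-0.88 and -0.94). Of 16 glutathione and NRF2 targets, 7 rose and 1 fell, or 8 and 2 adjusted over the list alone (adjusted p = 0.00871). That list had an adjusted p = 0.0542 with an estimated correlation (within 6.59e-04 to 0.0542). Gclc, of glutathione synthesis, rose by 3.13 and Sqstm1 by 2.51. Of 17 BMP and TGF-beta genes, 3 rose and 4 fell (adjusted p = 0.467, or 0.670 without Bambi and Acvr1c, within 0.165 to 0.709), with Tgfbr2 up (2.74) and Smad6 down (-4.50).

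AU-rich elements in 3' UTRs mark many short-lived inflammatory mRNAs, and Zfp36, which binds them, rose. The 7-base element TATTTAT stood in the 3' UTR of 37.9% of raised genes and 30.3% of genes not called, a Mantel-Haenszel odds ratio of 1.30 over 10 classes of UTR length (95% interval 1.17 to 1.43). Lowered genes had an odds ratio of 0.903 (0.807 to 1.01), which argues against enrichment among them. Of 20 other 7-mers of the same bases, 0 had an odds ratio as high for the raised genes. The highest (ATTTATT, 1.25) overlaps the element in most of its bases, so it is no clean control of base composition. The next highest (TTTTTAA, 1.18) also lies within the interval of the raised genes, near its lower limit, so base composition stays open. A higher share of such mRNAs among raised genes may reflect how they are regulated, which these data do not test.

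The values quoted from the study came from other sets of samples and from another way of quantifying transcripts. Per the study, the larger set behind its Defa24 value included this series. The study does not identify the samples of its pooled experiment. The groups compared here are therefore not alike and the cause of a difference was not tested. How reads of near-identical Defa genes were counted is not known and bears on these values. Defa2 and Defa23, abundant in the study, were nearly absent from the counts used here. If their reads were lost in counting, the Defa share and the number of Defa genes among the most abundant would be too low. The Defa genes took 35.3% of the reads in the PBS samples and 70.1% when divided by exon length. Both are lower than the share quoted from the study above, which was of TPM, another unit than the first. The second, scaled by length, is nearer to that unit. Defa24 had 313736 ± 10341.5 CPM after length scaling in the PBS samples (SD, n = 4). That is higher than the value quoted from the study above. By length-scaled reads, 11 core Defa genes were among the 20 most abundant genes of the PBS samples, and 7 by reads. That is lower than the number quoted from the study above.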
